# Identification of Candidate Genes and Pathways in Dexmedetomidine-Induced Cardioprotection in the Rat Heart by Bioinformatics Analysis

**DOI:** 10.3390/ijms20071614

**Published:** 2019-04-01

**Authors:** Yusuke Yoshikawa, Naoyuki Hirata, Hirofumi Terada, Yasuaki Sawashita, Michiaki Yamakage

**Keywords:** dexmedetomidine, reperfusion, microarray, preconditioning

## Abstract

Dexmedetomidine (DEX), a highly selective alpha2 adrenergic receptor agonist, directly protects hearts against ischemia/reperfusion (I/R) injury. However, the detailed mechanism has not been fully elucidated. We studied differentially expressed mRNAs and miRNAs after DEX administration in rat hearts by comprehensive analysis. Additionally, bioinformatics analysis was applied to explore candidate genes and pathways that might play important roles in DEX-induced cardioprotection. The results of microarray analysis showed that 165 mRNAs and 6 miRNAs were differentially expressed after DEX administration. Through bioinformatics analysis using differentially expressed mRNAs, gene ontology (GO) terms including MAP kinase tyrosine/serine/threonine phosphatase activity and pathways including the p53 pathway were significantly enriched in the down-regulated mRNAs. *Dusp1* and *Atm* were associated with the GO term of MAP kinase tyrosine/serine/threonine phosphatase activity and the p53 pathway, respectively. On the other hand, no significant pathway was found in the target mRNAs of deregulated miRNAs. The results indicated some possible key genes and pathways that seem to be of significance in DEX-induced cardioprotection, although miRNAs seem to be unlikely to contribute to cardioprotection induced by DEX.

## 1. Introduction

Cardiac ischemia/reperfusion (I/R) injury can occur in various clinical situations including the perioperative period of cardiac or non-cardiac surgery. Therefore, much attention has been paid to the selection of anesthetics during the perioperative period. The cardioprotective effects of volatile anesthetics have been investigated in both animal experiments [1,2,3,4] and clinical trials [5,6,7,8], and the American College of Cardiology/American Heart Association guideline [9] recommends volatile anesthetics for the maintenance of general anesthesia in coronary artery bypass graft surgery.

Dexmedetomidine (DEX), which is a highly selective alpha2 adrenergic receptor agonist, is frequently used as a sedative agent in the operating room and intensive care unit in daily clinical practice. We and others have shown that DEX directly protects hearts against I/R injury without autonomic nervous system modulation in both normal healthy hearts and diseased hearts [10,11,12,13,14,15,16]. The cardioprotective effect of DEX has been shown in multiple clinical studies as well as in animal experiments [17,18,19,20]. Hence, the use of DEX is considered to be a novel and promising strategy for cardioprotection during the perioperative period. Regarding the mechanism of DEX-induced cardioprotection, we and others have shown that activation of extracellular signal-regulated kinase (ERK) 1/2 and endothelial nitric oxide synthase (eNOS) is involved in cardioprotection by DEX [10,14,15]. It is generally considered that ERK1/2 is the most traditional mitogen-activated protein kinase (MAPK) and that eNOS is regulated by MAPK activation [21,22,23]. However, the detailed mechanism has not been fully elucidated.

MicroRNAs (miRNAs) are 21–23 nucleotide endogenous non-coding RNAs that negatively regulate target genes at the post-transcriptional level by cleavage or translational repression of target mRNAs [24]. Several miRNAs have been suggested to be associated with biological and pathological processes including cardiac I/R injury [25,26,27], and with the carioprotective effects of preconditioning interventions [28,29]. Regarding volatile anesthetic preconditioning by isoflurane, for instance, it was reported that isoflurane protected the heart against I/R injury via up-regulation of miR-21 [30,31]. Although some previous studies demonstrated that DEX exerted organ protective effects via several miRNAs in the brain [32,33], liver [34], and lung [35], the role of cardiac miRNA in DEX-induced cardioprotection against I/R injury has not been studied.

The aim of the present study was to identify the differentially expressed mRNAs and miRNAs after DEX administration in rat hearts by comprehensive analysis. Based on the results of bioinformatics analysis, we propose some candidate genes and pathways that might play crucial roles in DEX-induced cardioprotection against I/R injury.

## 2. Results

### 2.1. DEX Administered before Ischemia Exerted a Cardioprotective Effect against I/R Injury In Vivo

Firstly, we confirmed the cardioprotective effect of DEX against I/R injury by using an in vivo rat model of I/R injury (Figure 1A). DEX administered before ischemia for 30 min significantly decreased infarct size (IS) compared to that in the control group (28% ± 5% in the DEX group vs. 57% ± 3% in the control group, *p* = 0.0002) (Figure 1B,C). Hemodynamic parameters were also measured at 4 time points (baseline, end of DEX preconditioning, end of ischemia, and after reperfusion). Although DEX temporarily decreased heart rate (HR) at the end of preconditioning (318 beats/min ± 12 beats/min in the DEX group vs. 400 beat/min ± 10 beats/min in the control group, *p* = 0.0005) and at the end of ischemia (335 beats/min ± 21 beats/min in the DEX group vs. 391 beats/min ± 14 beats/min in the control group, *p* = 0.028), there was no significant difference after reperfusion. DEX did not alter mean arterial blood pressure (MAP) at any time point (Figure 1D).

### 2.2. Identification of Differentially Expressed mRNAs and miRNAs after DEX Preconditioning

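mRNA levels were measured in the left ventricular anterior wall of 10 male Wistar rats on 1-colour Toray oligonucleotide arrays, which read Cy5-labelled amplified RNA, with 1 array for each rat. The DEX group (n = 5) received DEX intravenously at 6 mcg/kg/h for 10 min and at 0.7 mcg/kg/h for 20 min, followed by 5 min of washout with saline, and the control group (n = 5) received saline at the same rate. Each array carried 20174 gene probes with 1 spot each and 1344 blank spots. The authors deposited the spot intensities of the scanner, without background subtraction or scaling, and a table of normalized intensities as whole numbers. The methods give a median of 25 for the detected signals. Comparison of both kinds of values showed the other steps. The mean of the blank spots, without the 68 highest and the 68 lowest, was subtracted from each spot, a spot was taken as detected above this mean plus 2 SD of the blank spots, and each array was multiplied so that the median of its detected probes was 25. These steps gave 142667 of the 142668 values of the deposited table after rounding, and the remaining 1 value was a rounding tie. The same unrounded signals are used here.
Between 14028 and 15337 probes were detected on the control arrays (median 14446) and between 13528 and 14668 on the DEX arrays (median 13955). The ranges of the groups overlapped, and the difference was not told apart from chance (exact permutation test, two-sided, p = 0.103). With 5 arrays in each group this test does not exclude a difference in the number of detected probes. The blank spots had a mean intensity of 58.8 ± 1.43 (SD, n = 5) on the control arrays and 61.4 ± 1.01 (SD, n = 5) on the DEX arrays, a difference larger than the spread between arrays (exact permutation test, two-sided, p = 0.0159). Over the 12718 probes detected on all 10 arrays, the median normalized signal ran from 32.0 to 41.3 on the control arrays and from 29.1 to 36.3 on the DEX arrays (exact permutation test, two-sided, p = 0.111).
Differences between the groups were tested with limma on log2 signals, over the probes detected on at least 3 of 5 arrays of at least 1 group, with undetected spots set to the lowest detected signal of their array. The deposited files list probes by Ensembl gene identifier only. A probe was given a gene symbol through Tables S1 and S2, where its ratio of group means and the p-value of the methods' test were those printed there for 1 mRNA, within rounding. All 165 listed mRNAs were matched in this way to 165 different probes, so that their ratios equal those of the tables by construction, and the other probes stay without a symbol here. The number of arrays limits the precision of every value.

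**Figure D1:**
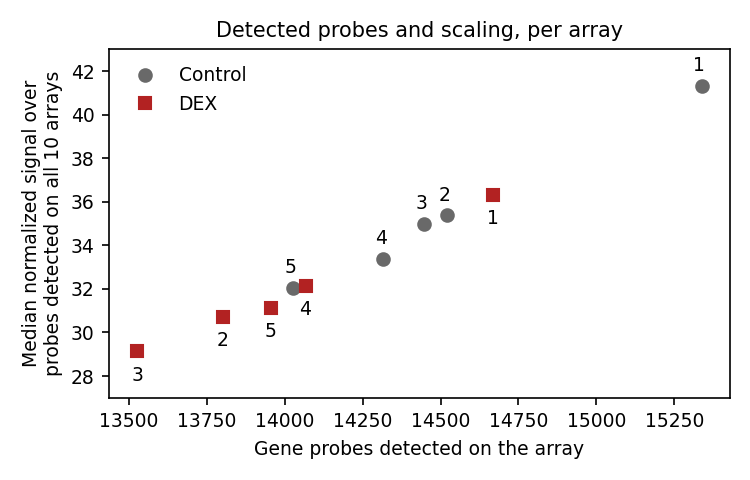
Number of gene probes detected on each array (horizontal axis) and median normalized signal over the 12718 probes detected on all 10 arrays (vertical axis, arbitrary intensity units, axis not starting at 0). Each point is 1 array, numbered by replicate, with circles for the control group and squares for the DEX group; control array 1 has the most detected probes, 15337, and the highest median, 41.3, and DEX array 3 the fewest, 13528, and the lowest median, 29.1.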

Differentially expressed mRNAs and miRNAs in rat hearts were identified after DEX administration for 30 min (Figure 2A). In our mRNA microarray analysis, a total of 165 mRNAs (14 up-regulated and 151 down-regulated mRNAs) were differentially expressed after DEX preconditioning compared to controls (Tables S1 and S2). 

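Of 14519 probes tested, 2100 had an unadjusted limma p-value under 0.05, and 456 of these also changed by at least 1.5-fold. Among the 456 probes, 392 were lower in the DEX group and 64 were higher. None of the 14519 probes had a Benjamini-Hochberg adjusted p-value under 0.05 in limma, and the lowest adjusted p-value was 0.148. The methods' t-test on the same log2 values gave 278 lower and 55 higher probes at the same thresholds, and also 0 after Benjamini-Hochberg adjustment. The log2 fold change of the median probe was -0.17, so that most of the probes tested were lower in the DEX group. Quantile normalization moved this median to -0.01 and changed the counts most, to 74 lower and 258 higher probes. Scaling every array on the 12718 probes detected on all 10 arrays, a choice made after the data were seen, raised the log2 fold change of every probe by 0.15. It left 114 lower and 193 higher probes past the thresholds.
The mRNAs of Tables S1 and S2 were chosen by the paper from these same arrays, so their recall is no independent evidence. All 14 mRNAs of Table S1 and 140 of the 151 mRNAs of Table S2 passed the thresholds in limma. The log2 fold changes ranged from 0.60 to 0.85 in Table S1 and from -1.20 to -0.55 in Table S2. In 2 of the 14 up-regulated and 42 of the 151 down-regulated mRNAs the 5 DEX values did not overlap the 5 control values. Chance gives this arrangement for 0.794% of unselected probes, a share that cannot be set against these mRNAs because they were selected for a difference on the same arrays. Among probes past the thresholds with no overlap between the groups, the largest fall was in Nr1d1 (ENSRNOG00000009329), from 112 ± 41.3 (SD, n = 5) in the control group to 49.2 ± 14.6 (SD, n = 5) in the DEX group, with a log2 fold change of -1.15 (standard error 0.24, limma adjusted p = 0.180). Nr1d1 stayed past the thresholds under 5 of 6 alternatives chosen after the data were seen, and was -0.28 under the remaining 1. Among the 5 is a repeat of the paper's own selection, which keeps every listed mRNA by construction. Sufu (ENSRNOG00000019807) fell by 1.04 on the log2 scale, and the probes ENSRNOG00000018674 and ENSRNOG00000029645, which have no symbol here, fell by 1.14 and 1.09. Neither of these probes was detected on every array, so their falls rest partly on undetected spots set to the lowest detected signal. ENSRNOG00000018674, at 1.56 ± 0.131 (SD, n = 5) in the DEX group, had too few detected spots for a fit with undetected spots left missing. The largest rise was in LOC100911353 (ENSRNOG00000027094), from 7.44 ± 1.88 (SD, n = 5) to 13.1 ± 1.71 (SD, n = 5), with a log2 fold change of 0.85 (standard error 0.18, limma adjusted p = 0.180). The probes ENSRNOG00000040196 and ENSRNOG00000030448 followed with log2 fold changes of 0.80 and 0.73.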

In the miRNA microarray analysis, only 6 miRNAs (3 up-regulated and 3 down-regulated miRNAs) were identified as differentially expressed miRNAs after DEX preconditioning (Table 1). The expression levels of these mRNAs and miRNAs are presented by a hierarchical heat map (Figure 2B,C). A multi-step approach was applied to analyze these differentially expressed mRNAs and miRNAs (Figure 3).

### 2.3. Prediction and Selection of miRNA Target Genes

The predicted target genes of deregulated miRNAs were listed using miRWalk 2.0 (http://zmf.umm.uni-heidelberg.de/apps/zmf/mirwalk2/) (2078 predicted target genes of 3 up-regulated miRNAs and 1671 predicted target genes of 3 down-regulated miRNAs) (Tables S3 and S4). Then only genes that were inversely correlated in expression with the differentially expressed miRNAs were selected. This resulted in the selection of 19 target genes of up-regulated miRNAs and only 1 target gene of down-regulated miRNAs (Table 1).

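On the mRNA side of this selection, the 19 targets of the up-regulated miRNAs were all lower in the DEX group, with log2 fold changes between -1.20 and -0.57 (n = 5 arrays in each group). Of these, 18 passed the thresholds in limma, and Usp20, at -0.57, did not reach 1.5-fold. The limma adjusted p-values ran from 0.204 to 0.323. In 6 of the 19 mRNAs the 5 DEX values did not overlap the 5 control values. Nbea, listed in Table 1 as RGD1562629, went from 31.3 ± 6.24 (SD, n = 5) to 19.1 ± 2.58 (SD, n = 5) and Kcna4 from 20.9 ± 3.23 (SD, n = 5) to 13.3 ± 2.47 (SD, n = 5), both without overlap (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 arrays against 5 allow). Adgrl2, listed as Lphn2, had a larger fold change, -0.93 on the log2 scale, but also a larger spread, 29.1 ± 8.55 (SD, n = 5) against 16.1 ± 6.79 (SD, n = 5) (exact permutation test, two-sided, p = 0.0397). With the common scaling that raised every log2 fold change alike, 8 of the 19 mRNAs stayed past the thresholds, and with quantile normalization 6 did. With the blank level of each array as a covariate, also chosen after the data were seen, 1 of the 19 did. The blank level differed between the groups, so this fit cannot tell it apart from the treatment. Of all 14519 probes tested, 523 had an unadjusted limma p-value under 0.05 with this covariate, against 2100 without it. A call lost there can reflect a loss of power as well as the blank level. The miRNA levels that the selection was also based on are not analysed here.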

### 2.4. Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway, and Protein-Protein Interaction (PPI) Network Analysis in Differentially Expressed mRNAs

In the up-regulated mRNAs, GO terms associated with ribosomal function were mainly enriched, and only the ribosome pathway was significantly enriched in KEGG pathway analysis (Figure 4A). 

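Of the 14 up-regulated mRNAs, 7 carry the name of a ribosomal protein gene, a ribosomal protein-like gene or a ribosomal protein pseudogene in the RefSeq gene table of the GRCr8 rat assembly. These are Rpl39, RGD1565117 (now Rps26l1), RGD1559951 (now Rpl37al2), RGD1562381 (now Rps17l1), LOC100362027 (now Rpl30l2), RGD1562394 (now Rpl30-ps7) and LOC103690975 (now Rpl30-ps2). Their log2 fold changes lay between 0.60 and 0.74, and the limma adjusted p-values between 0.247 and 0.298 (n = 5 arrays in each group). In 1 of the 7 mRNAs the DEX values did not overlap the control values. Genes of this kind have near-identical copies elsewhere in the genome, and an array probe can bind RNA of several copies, so the values are uncertain as to which copy they measure. All 14 up-regulated mRNAs stayed past the thresholds with quantile normalization, and 7 of the 14 did with the blank level of each array as a covariate.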

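Rpl39 (ENSRNOG00000029267) had a normalized signal of 645 ± 192 (SD, n = 5) in the control group and 985 ± 143 (SD, n = 5) in the DEX group (exact permutation test, two-sided, p = 0.0238). RGD1565117 rose from 267 ± 87.8 (SD, n = 5) to 431 ± 43.7 (SD, n = 5) and RGD1559951 from 474 ± 139 (SD, n = 5) to 728 ± 114 (SD, n = 5), each with the same permutation p as Rpl39. RGD1562381 and RGD1562394 were dimmer, at 135 ± 36.9 (SD, n = 5) and 17.4 ± 4.50 (SD, n = 5) in the control group and 202 ± 22.4 (SD, n = 5) and 26.4 ± 5.74 (SD, n = 5) in the DEX group. In each of the 5 mRNAs the values of the groups overlapped. With each array left out in turn, RGD1562394 kept its place past the thresholds in 6 of 10 cases and RGD1565117 in 10 of 10. All 5 stayed past the thresholds with quantile normalization, with log2 fold changes between 0.74 (Rpl39) and 0.89 (RGD1565117). None of the 5 did with the blank level of each array as a covariate, which gave log2 fold changes between 0.45 (RGD1562381) and 0.61 (RGD1565117). RGD1565117 was still past 1.5-fold there and missed only the limit on the p-value.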

PPI network analysis showed that all selected proteins were ribosomal proteins (Figure 4B). On the other hand, in the down-regulated mRNAs, GO analysis revealed many kinds of significantly enriched GO terms associated with protein phosphorylation and cardioprotection including protein phosphorylation, protein kinase activity, protein serine/threonine kinase activity, and MAP kinase tyrosine/serine/threonine phosphatase activity. Among them, Dusp1 was significantly associated with MAP kinase tyrosine/serine/threonine phosphatase activity. 

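Dusp1 (ENSRNOG00000003977) encodes a phosphatase that acts on MAP kinases. Its normalized signal was 644 ± 182 (SD, n = 5) in the control group and 321 ± 37.3 (SD, n = 5) in the DEX group, a log2 fold change of -0.96 (standard error 0.19, limma adjusted p = 0.161). Every DEX array was below every control array (exact permutation test, two-sided, p = 0.00794). With each array left out in turn, the log2 fold change stayed between -1.12 and -0.83. The blank level of each array as a covariate, added after the data were seen, brought the log2 fold change to -0.43, under the thresholds. After a correction by the background intensity recorded for each spot it was 0.32, but this background followed the spots themselves, at a median of 95.7% of the intensity of spots of at least 1000. Dusp5 (ENSRNOG00000014061), another MAP kinase phosphatase among the down-regulated mRNAs, went from 57.1 ± 11.7 (SD, n = 5) to 37.7 ± 5.46 (SD, n = 5), a log2 fold change of -0.59 (standard error 0.17, limma adjusted p = 0.278). The groups did not overlap for Dusp5 either, but its change was at the edge of 1.5-fold, and it stayed past the thresholds in 5 of 10 cases when each array was left out in turn. Dusp5 was at -0.43 both with quantile normalization and with the blank level as a covariate, under the thresholds.

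**Figure D2:**
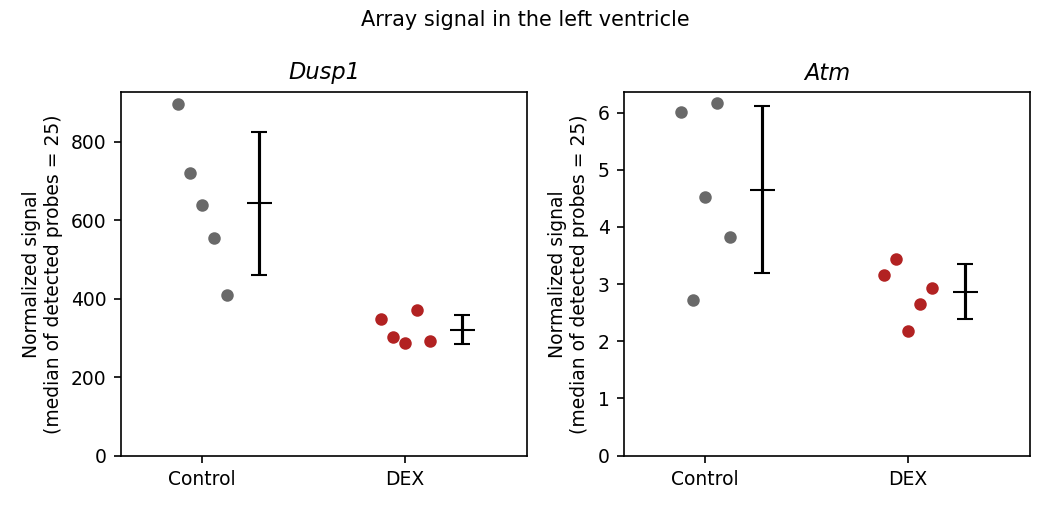
Normalized signal of Dusp1 and Atm (vertical axes, intensity with the median of the detected probes of an array at 25) on the 5 control and 5 DEX arrays. Each point is the array of 1 rat, and the horizontal mark and bar beside each group give its mean and SD, which for Dusp1 are 644 ± 182 and 321 ± 37.3 and for Atm 4.65 ± 1.46 and 2.87 ± 0.487.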

In KEGG pathway analysis, specifically, the p53 signaling pathway, which was previously reported to be associated with cardioprotection against IR injury [36], was significantly enriched (Figure 5A). 

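KEGG itself was not analysed here. Of a list of 36 p53 targets and response genes written before the data were examined, 3 are among the mRNAs of Tables S1 and S2, and all 3 were lower in the DEX group. Of the 165 mRNAs of these tables 151 were lower, so the shared direction of 3 says little. Eda2r (ENSRNOG00000013018) went from 6.27 ± 0.886 (SD, n = 5) to 3.14 ± 0.473 (SD, n = 5), a log2 fold change of -0.997 (standard error 0.14, limma adjusted p = 0.148). Ccnd1 (ENSRNOG00000020918) went from 135 ± 23.3 (SD, n = 5) to 85.0 ± 21.4 (SD, n = 5) and Fas (ENSRNOG00000019142) from 7.21 ± 1.02 (SD, n = 5) to 4.74 ± 1.48 (SD, n = 5), with log2 fold changes of -0.68 and -0.65. With scaling on common probes Eda2r (-0.85) stayed past the thresholds, and Ccnd1 (-0.53) and Fas (-0.50) did not. Eda2r, Ccnd1 and Fas were past them under 23, 22 and 19 of 24 alternatives fixed beforehand. Several of the 24 cannot change the fold change of an mRNA detected on every array, as all 3 were. Of 6 alternatives chosen after the data were seen, 6, 4 and 3 left them past the thresholds. Among the 6 is a repeat of the paper's own selection, which keeps every listed mRNA by construction. The remaining genes of the list have no symbol on the arrays here, so the list could not be tested as a set. The arrays measure mRNA and not the activity of p53. From the enriched pathway the paper proposes that p53 inhibition may be a mechanism of the cardioprotective effect of DEX.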

PPI network analysis revealed 4 hub genes (deep blue nodes) including *Atm*, which has been considered to be an important regulator of the p53 signaling pathway [37] (Figure 5B, Table 2).

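Atm (ENSRNOG00000029773) was a dim probe, with a normalized signal of 4.65 ± 1.46 (SD, n = 5) in the control group and 2.87 ± 0.487 (SD, n = 5) in the DEX group against a median of 25 for detected probes. Its log2 fold change was -0.65 (standard error 0.22, limma adjusted p = 0.310), and the groups overlapped (exact permutation test, two-sided, p = 0.0397). The change fell below 1.5-fold without control array 1 (-0.54), without control array 4 (-0.53) and without DEX array 3 (-0.55). It was also below 1.5-fold with quantile normalization (-0.44), with scaling to the 75th percentile (-0.57) and with array quality weights (-0.52).
Tmprss11d (ENSRNOG00000002006), another dim probe, went from 4.83 ± 0.555 (SD, n = 5) to 3.08 ± 0.603 (SD, n = 5) without overlap, a log2 fold change of -0.66 (standard error 0.15, limma adjusted p = 0.225). Pnpla6 (ENSRNOG00000000977) fell by 0.89 on the log2 scale, from 6.46 ± 1.06 (SD, n = 5) to 3.60 ± 1.31 (SD, n = 5), with DEX array 1 apart from the other DEX arrays. Cdk14 (ENSRNOG00000007151) had the largest fold change of the 4 hub genes, -1.20 on the log2 scale, and also the largest standard error, 0.42, with signals of 120 ± 23.3 (SD, n = 5) and 63.0 ± 37.3 (SD, n = 5). Without DEX array 4 it was -0.74, and the methods' comparison of log2 signals did not place it past the thresholds. The alternatives ordered the hub genes differently. With quantile normalization Pnpla6 (-0.71) and Cdk14 (-1.05) stayed past the thresholds and Tmprss11d (-0.47) did not, nor did Tmprss11d with the deposited table of whole numbers (-0.56) or without DEX array 1 (-0.58). With the blank level of each array as a covariate, Tmprss11d (-0.81) stayed past the thresholds, and Atm (-0.68), Pnpla6 (-0.37) and Cdk14 (-0.53) did not. Atm was still past 1.5-fold there and missed only the limit on the p-value. The limma adjusted p-values of the 4 hub genes lay between 0.225 and 0.323.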

### 2.5. GO, KEGG Pathway, PPI Network, and miRNA/mRNA Integrated Network Analysis in Differentially Expressed miRNAs and Selected Target Genes

In the 19 selected target genes of the 3 up-regulated miRNAs, specifically, GO terms including negative regulation of cell death and protein kinase activity were significantly enriched; however, no significantly enriched KEGG pathway was detected (Figure 6A). The miRNA/mRNA integrated network analysis showed only 2 mRNAs that were regulated by multiple miRNAs and no hub genes, and only one significant connection between proteins was found in the PPI network analysis using selected target genes of up-regulated miRNAs (Figure 6B).

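The mRNAs that Table 1 lists under more than 1 miRNA are Gcnt2 and Ky. Gcnt2 (ENSRNOG00000023778) had a normalized signal of 11.0 ± 1.83 (SD, n = 5) in the control group and 7.21 ± 2.59 (SD, n = 5) in the DEX group, a log2 fold change of -0.67 (standard error 0.24, limma adjusted p = 0.323). Ky (ENSRNOG00000008210) went from 10.2 ± 2.40 (SD, n = 5) to 6.00 ± 1.74 (SD, n = 5), a log2 fold change of -0.78 (standard error 0.20, limma adjusted p = 0.268), with DEX array 1 apart from the other DEX arrays. In both mRNAs the groups overlapped. With quantile normalization Ky (-0.63) stayed past the thresholds and Gcnt2 (-0.54) did not. Gcnt2 and Ky were both at -0.21, and not past the thresholds, with the blank level of each array as a covariate.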

Regarding the target genes of the 3 down-regulated miRNAs, only 1 mRNA was identified as a selected target gene. 

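This mRNA, Fam219a (ENSRNOG00000039559), was near the detection limit, with a normalized signal of 2.57 ± 0.721 (SD, n = 5) in the control group and 4.20 ± 1.03 (SD, n = 5) in the DEX group. Its log2 fold change was 0.72 (standard error 0.21, limma adjusted p = 0.278; exact permutation test, two-sided, p = 0.0238). It stayed past the thresholds with each of the 10 arrays left out. Of the 14 up-regulated mRNAs, Fam219a is the 1 whose symbol also appears in Table S4.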

Because of the small number of selected target genes, the mRNAs were considered to be unlikely to play an important role in cardioprotection and further bioinformatics analysis was not performed.

### 2.6. Validation of the Results of Microarray Analysis by Real-Time Quantitative Reverse Transcription-Polymerase Chain Reaction (qRT-PCR)

The differential the of *Dusp1*, a protein phosphatase that dephosphorylates MAPK, was validated by qRT-PCR. The expression level of *Dusp1* was significantly down-regulated after administration of DEX (0.40 ± 0.06 in the DEX group vs. 1.00 ± 0.13 in the Control group, *p* = 0.0031) (Figure 7).

## 3. Discussion

In the present study, differentially expressed mRNAs and miRNAs after DEX administration in rat hearts were successfully identified by conducting microarray analysis. Furthermore, bioinformatics analysis indicated the potential key genes and pathways that might play important roles in the cardioprotective effect of DEX.

Most of the 165 differentially expressed mRNAs were down-regulated (151 genes). Through GO analysis and pathway analysis using these down-regulated mRNAs, multiple GO terms that are associated with protein phosphorylation, MAPK activity, and cardioprotection and KEGG pathways including the p53 signaling pathway, that has been reported to be strongly associated with cardioprotection against IR injury [36], were significantly enriched. Since the ERK1/2 signaling pathway, which is one of the most traditional MAPK signaling pathways, is considered to be one of the mechanisms of cardioprotection induced by DEX [14], the results of the present study reinforce these previous findings. Although it has been shown that direct inhibition of p53 mediates the cardioprotective effect against IR injury [36], no previous study has shown an association between p53 inhibition and DEX induced cardioprotection. Our results indicate that p53 inhibition may be a novel mechanism of the cardioprotective effect of DEX.

We identified 4 hub genes through PPI network analysis using down-regulated mRNAs. Among them, *Atm* might play an important role in DEX-induced cardioprotection. *Atm* is a serine/threonine kinase and activates p53 via phosphorylation of serine residue 15 of p53 [38]. Since it has been shown that administration of a p53 inhibitor prior to ischemia decreased IS in rat hearts [36], down-regulation of *Atm* by DEX might also contribute to cardioprotection. Additionally, we consider that *Dusp1*, a protein phosphatase that dephosphorylates MAPK followed by inhibition of MAPK activities [39], might be a key gene for DEX-induced cardioprotection, although *Dusp1* was not regarded as a hub gene in our PPI network analysis. *Dusp1* has a significant GO term of MAP kinase tyrosine/serine/threonine phosphatase activity, and inhibition of *Dusp1* could be associated with cardioprotection via activation of the MAPK pathway, which is considered to be one of the main mechanisms of DEX-induced cardioprotection [14]. The down-regulation of *Dusp1* in the results of our microarray analysis was validated by the qRT-PCR experiment in the present study. *Tmprss11d*, a serine protease, was the largest hub gene in our PPI network using down-regulated mRNAs. However, there has been no study in which the association between *Tmprss11d* and heart diseases was examined. Further studies are needed to clarify the function of *Tmprss11d* in heart diseases.

By miRNA/mRNA integrated analysis, 19 mRNAs were identified as selected target genes of the 3 up-regulated miRNAs. In GO analysis using these selected target genes, although GO terms of negative regulation of cell death and protein kinase activity were significantly enriched, no significant KEGG pathway was detected. Considering these results and the very small number of selected target genes, the up-regulated miRNAs seem to be unlikely to play important roles in DEX-induced cardioprotection.

Regarding the up-regulated mRNAs, expression levels of 14 mRNAs were up-regulated after DEX administration. GO terms related to ribosomal function were mainly enriched in the GO analysis, and only the ribosome pathway was significantly enriched in the pathway analysis. Additionally, although no hub genes were identified, all of the genes selected in the PPI network analysis were ribosomal proteins. These findings suggest that up-regulated mRNAs after DEX administration might contribute to the regulation of ribosomal function. Previous studies showed that modification of ribosomal proteins was related to cardiac IR injury and cardioprotective signaling [40,41] and that forced overexpression of ribosomal protein S6 enhanced activation of Akt signaling via phosphorylation of serine residue 473 [41]. Alteration of the expression of ribosomal proteins by DEX might be a target of further investigation as a potential mechanism of DEX-induced cardioprotection.

There are some limitations in the present study. First, total RNA was isolated from the heart just after DEX administration before ischemia. The experimental protocol of this study was selected on the basis of results of previous studies showing that cardioprotective signaling was enhanced after DEX administration before the ischemia and reperfusion periods [10,14]. However, different findings might be obtained if samples are harvested at different time points including the early reperfusion phase and end of reperfusion. Second, although we proposed some key genes and pathways that may have critical roles in cardioprotection induced by DEX, whether these genes and pathways directly trigger the cardioprotection induced by DEX was not examined in the present study. Further studies are needed to clarify the causal relationships of these genes and pathways with cardioprotection induced by DEX. Finally, although the differential expression level of *Dusp1* was validated by qRT-PCR in the present study, other significant genes and miRNA-mRNA interactions could be associated with DEX-induced cardioprotection.

In conclusion, we successfully identified differentially expressed mRNAs and miRNAs after DEX administration in rat hearts. Based on the results of bioinformatics analysis, we proposed some possible key genes and pathways that seem to be of significance in DEX-induced cardioprotection, although miRNAs seem to be unlikely to contribute to cardioprotection. Our results might contribute significantly to future investigations aimed at elucidating the mechanism of DEX-induced cardioprotection and establishing a new cardioprotective strategy during the perioperative period.

## 4. Materials and Methods

### 4.1. Animals

All animal experiments were approved by the Institutional Animal Care and Use Committee of Sapporo Medical University (No. 17-114, 14 November 2017) and adhered strictly to the Guidelines for Proper Conduct of Animal Experiments (Science Council of Japan, 1 June 2006). 

Experiments were conducted in male Wistar rats weighing between 250 g to 350 g. The rats were housed in our institutional animal facility in a temperature-controlled room (22–24°C) under a 12-h light/12-h dark cycle with free access to food and water.

### 4.2. Myocardial Ischemia/Reperfusion Injury Model

Rats were anesthetized with 5% sevoflurane and 2.5 mg/kg of butorphanol (i.p.), and anesthesia was maintained with 2% sevoflurane. The trachea was intubated with a 16 G cannula, and the rats were ventilated using a volume-controlled model 683 Rodent Respirator (Harvard Apparatus, Halliston, MA, USA) with tidal volume set to 1 mL/100 g at 60 strokes/min. The body temperature of rats was maintained at 36.5°C–37.5°C with a heat pad. After cannulation of the tail vein with a 24G venous cannula, a left thoracic incision was made in the fourth intercostal space to visualize the left anterior descending coronary artery (LAD). A 6-0 prolene suture was placed around the LAD at 2–3 mm from the tip of the left atrial appendage and the LAD was temporarily ligated by snaring the prolene suture with a PE10 tube for 25 min followed by 60-min reperfusion. Successful ischemia and reperfusion were confirmed by visual inspection of cyanosis over the left ventricular anterior wall and immediate hyperemia after loosening the ligation, respectively. An additional 2.5 mg/kg of butorphanol (i.p.) was administered for postoperative analgesia. Heart rate (HR) and mean arterial blood pressure (MAP) were measured by the tail-cuff method [42] using an MK-1030 blood pressure monitor (Muromachi Kikai, Tokyo, Japan) at 4 time points (baseline, end of DEX preconditioning, end of ischemia, and after reperfusion).

### 4.3. Experimental Protocols

DEX (Maruishi Pharmaceutical, Osaka, Japan) was dissolved in normal saline (NS) and administered intravenously via a 24G venous cannula inserted into the tail vein. The dose of DEX was determined according to a previous study [14] and the manufacturer’s recommendation.

Figure 1A shows the I/R experimental protocol. Rats were randomly assigned to the following experimental groups: (1) a control group (*n* = 7) in which NS was infused at the same rate as that in the DEX group throughout the procedure and (2) a DEX group (*n* = 7) in which DEX was administered at 6 mcg/kg/h (60 mL/kg/h) for 10 min (loading dose) followed by 0.7 mcg/kg/h (7 mL/kg/h) for 20 min (maintenance dose) before ischemia and then NS was infused at 7 mL/kg/h throughout the procedure. In each group, after 30 min of NS or DEX administration and 5 min of washout, 25 min of regional ischemia was applied by LAD ligation followed by 60 min of reperfusion.

Figure 2A shows the experimental protocol for analysis of differentially expressed mRNAs and miRNAs. Rats were randomly assigned to the following experimental groups: (1) a control group (*n* = 5) in which NS was infused at the same rate as that in the DEX group throughout the procedure and (2) a DEX group (*n* = 5) in which DEX was administered at 6 mcg/kg/h (60 mL/kg/h) for 10 min (loading dose) followed by 0.7 mcg/kg/h (7 mL/kg/h) for 20 min (maintenance dose) and then NS was infused at 7 mL/kg/h for 5 min of washout.

### 4.4. Infarct Size (IS) Determination

IS was assessed by the triphenyltetrazolium chloride (TTC) staining technique as previously described [10]. In brief, after the reperfusion period (Figure 1a), the LAD was ligated again and 1.5 mL of 4% Evans blue was injected into the coronary artery via the aortic root to delineate the area at risk (AAR). After that, the heart was rapidly excised and the left ventricle was frozen. The frozen left ventricle was cut into 2-mm-thick slices. The slices were incubated in 1% TTC solution for 15 min at 37 °C and then they were placed in 10% formaldehyde solution for 20 min. LV areas, AAR, and IS were determined by planimetry with ImageJ (National Institutes of Health, Bethesda, MD, USA), and IS was expressed as percentage of AAR.

### 4.5. Total RNA Isolation

After administration of DEX (Figure 2a), total RNA including small RNA was extracted from the left ventricular anterior wall of each rat heart using an miRNeasy Mini Kit (Qiagen, Valencia, CA, USA) according to the protocol of the manufacturer. The concentration and purity of extracted RNA were assessed by using a Nano Drop 1000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and Agilent 2100 Bioanalyzer (Agilent Technology, Santa Clara, CA, USA). A260/A280 > 1.8 and RNA integrity number (RIN) > 7.0 were considered pure and suitable for further analysis.

### 4.6. mRNA and miRNA Microarray Experiments

Microarray analysis was performed with a 3D-Gene Rat Oligo chip 20k (Toray Industries Inc., Tokyo, Japan). For efficient hybridization, this microarray uses a columnar structure to stabilize spot morphology and to enable agitation of microbeads. Total RNA was labeled with Cy5 by using the Amino Allyl MessageAMP II aRNA Amplification Kit (Applied Biosystems, Carlsbad, CA, USA.). The Cy5-labeled aRNA pools were mixed with a hybridization buffer and hybridized for 16 h. The hybridization was performed according to the supplier’s protocols (www.3d-gene.com). Hybridization signals were obtained by using a 3D-Gene Scanner (Toray Industries Inc., Tokyo, Japan) and processed by 3D-Gene Extraction software (Toray Industries Inc., Tokyo, Japan). Detected signals for each gene were normalized by the global normalization method (the median of the detected signal intensity was adjusted to 25).

For miRNA microarray analysis, extracted total RNA was labeled with a 3D-Gene miRNA labeling kit (Toray Industries Inc., Tokyo, Japan). Labeled RNAs were hybridized onto a 3D-Gene Rat miRNA Oligo chip (Toray Industries Inc., Tokyo, Japan). The annotation and oligonucleotide sequences of the probes conformed to miRBase (http://microrna.sanger.ac.uk/sequences/). After stringent washes, fluorescent signals were scanned by the 3D-Gene Scanner (Toray Industries Inc., Tokyo, Japan) and analyzed by using 3D-Gene Extraction software (Toray Industries Inc., Tokyo, Japan). A relative expression level of a given miRNA was calculated by comparing the signal intensities of the valid spots throughout the microarray experiments. The data were globally normalized per array, so that the median of the signal intensity was adjusted to 25.

Differential analysis was carried out using the t-test by Excel (Microsoft, WA, USA). Differentially expressed mRNAs and miRNAs in the control group and DEX group were identified using parameters of *p* < 0.05 and at least 1.5-fold change.

The original microarray data are available at NCBI Gene Expression Omnibus with GEO Series accession number GSE126104 and GSE126105.

### 4.7. miRNA Target Prediction and Selection

First, the targets of differentially expressed miRNAs were computationally predicted by miRWalk 2.0 (http://zmf.umm.uni-heidelberg.de/apps/zmf/mirwalk2/) using three algorithms (miRWalk, MiRanda, Targetscan). Genes predicted by all three algorithms with *p* < 0.05 were identified as predicted target genes [43]. The predicted target genes were compared with the mRNA microarray data, and genes that are inversely correlated in expression with the differentially expressed miRNAs were identified as selected target genes (Figure 3).

### 4.8. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway Analysis

GO and KEGG pathway analysis was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) 6.8 online tool [44]. Fisher’s exact *p* value < 0.05 and number of enriched genes >2 were used to identify the significant GO terms and KEGG pathways, and the top 10 GO terms were selected.

### 4.9. Protein-Protein Interaction (PPI) Network

To investigate the functional associations between the proteins coded by the differentially expressed genes, a PPI network was constructed using Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) Version 10.5 (https://string-db.org/) [45]. All of the parameters were included in active interaction sources, and proteins with an interaction score > 0.4 were selected. Genes with a connectivity degree of ≥5 were defined as hub genes. The interactions were visualized using Cytoscape software version 3.7.0 (http://cytoscape.org) [46]. Only proteins that had at least one connection to others were visualized. GO, KEGG pathway, and PPI network analyses were conducted for all of the differentially expressed mRNAs and selected target mRNAs (Figure 3).

### 4.10. Construction of An miRNA/mRNA Integrated Network

Interactions between the differentially expressed miRNAs and the selected target genes were visualized by constructing an miRNA/mRNA integrated network using Cytoscape software version 3.7.0 (http://cytoscape.org) [46].

### 4.11. Real-Time Quantitative Reverse Transcription-Polymerase Chain Reaction (qRT-PCR)

qRT-PCR was performed to validate the results of the microarray experiments [47]. Extracted total RNA was reverse-transcribed to complementary DNA by an miScript II RT Kit (Qiagen, Valencia, CA, USA) using HiFlex buffer according to the manufacturer’s protocol. qRT-PCR was conducted using QuantiTect SYBR Green PCR Kit (Qiagen, Valencia, CA, USA) and the StepOnePlus RT-PCR system (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacture’s protocol. The IDs of QuantiTect Primer Assays used in the present study were QT00430787 (*Dusp1, NM_053769*) and QT00199633 (*Gapdh, NM_017008*). The expression level of *Gapdh* was used for normalization of mRNA expression levels. The delta-delta cycle threshold method was used to quantify mRNA.

### 4.12. Statistical Analysis

Data are shown as mean ± standard error of the mean. Sudent’s t-test was used to compare two independent groups. Hemodynamic parameters were analyzed using repeated measures 2-way analysis of variance followed by Tukey’s post hoc test. Statistical analyses were performed using GraphPad Prism 6.0 (GraphPad Software, La Jolla, CA, USA). Statistical differences were considered significant with a value of *p* < 0.05.

## Figures and Tables

**Figure 1:**
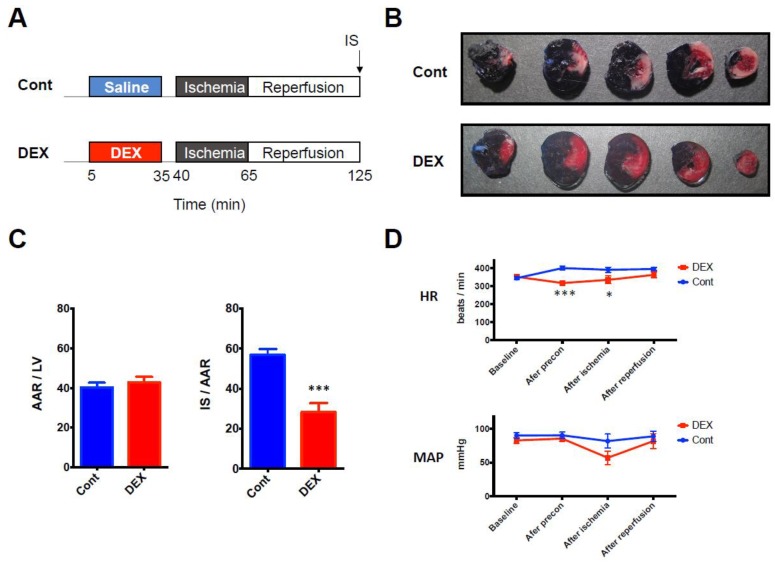
(**A**) I/R experimental protocol. (**B**) Representative LV cross sections. (**C**) Corresponding analysis of AAR expressed as a percentage of LV and IS expressed as a percentage of AAR. (**D**) Hemodynamic parameters during the experiment. *N* = 7 in each group. * *p* < 0.05, *** *p* < 0.001. AAR: area at risk, Cont: control group, DEX: dexmedetomidine group, HR: heart rate, I/R: ischemia reperfusion, IS: infarct size, LV: left ventricle, MAP: mean arterial pressure.

**Figure 2:**
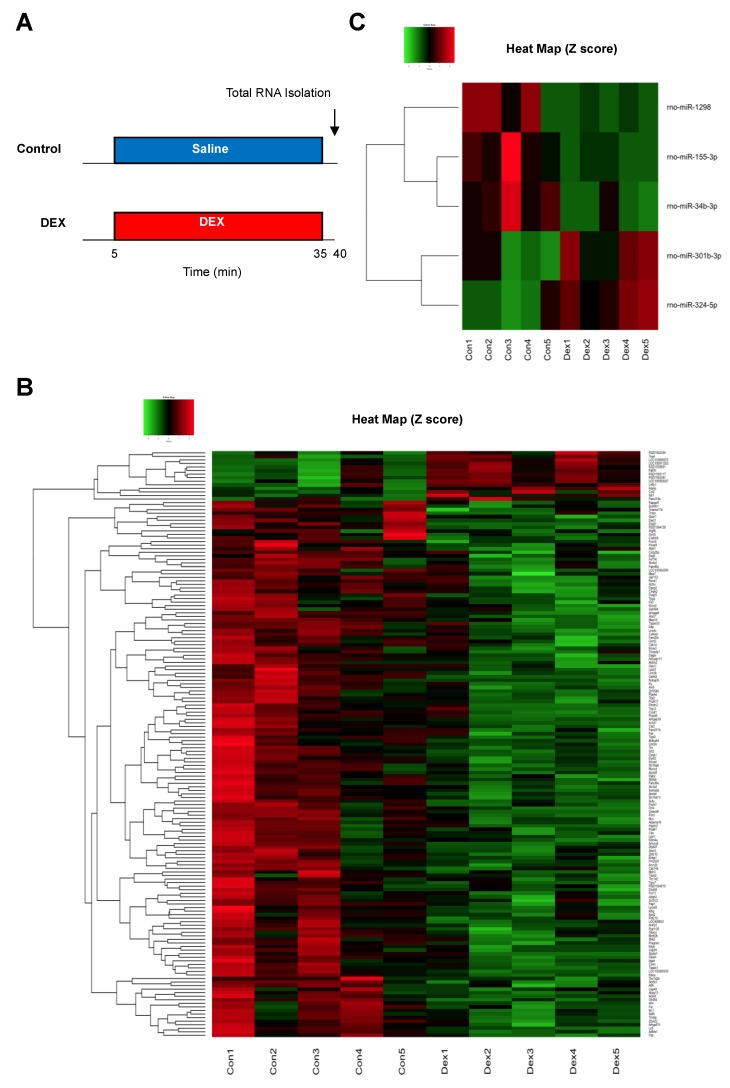
(**A**) Experimental protocol for analysis of differentially expressed mRNAs and miRNAs. (**B**) Heat map of differentially expressed mRNAs after administration of DEX. (**C**) Heat map of differentially expressed miRNAs after administration of DEX. The red and green colors represent >1.5-fold change (red: up-regulated genes, green: down-regulated genes). *N* = 5 in each group. DEX: dexmedetomidine.

**Figure 3:**
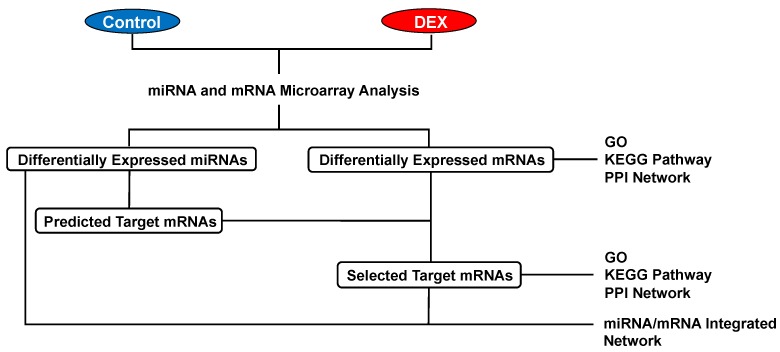
Multi-step approach for analysis of the differentially expressed mRNAs and miRNAs. DEX: dexmedetomidine, GO: gene ontology, KEGG: Kyoto Encyclopedia of Genes and Genomes, PPI: protein-protein interaction.

**Figure 4:**
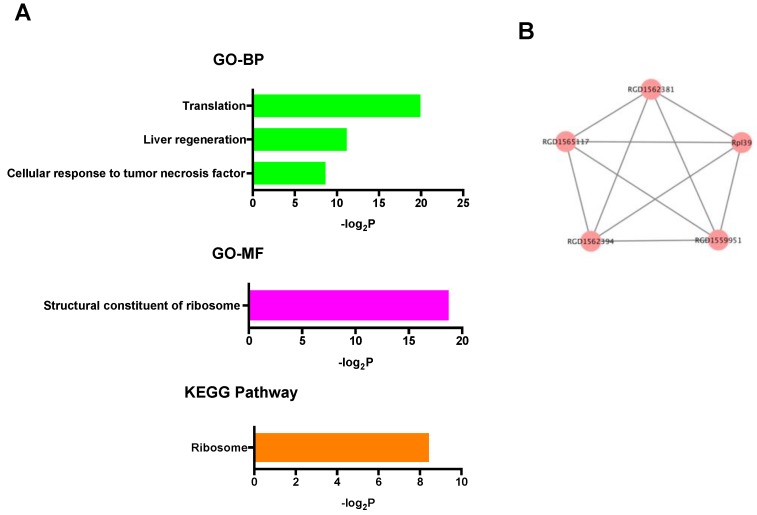
(**A**) GO and KEGG pathway analyses of the up-regulated mRNAs. (**B**) PPI network analysis among the up-regulated mRNAs. Red color node indicates up-regulation. The edges represent the relationships between genes. BP: biological process, GO: gene ontology, KEGG: Kyoto Encyclopedia of Genes and Genomes, MF: molecular function, PPI: protein-protein interaction.

**Figure 5:**
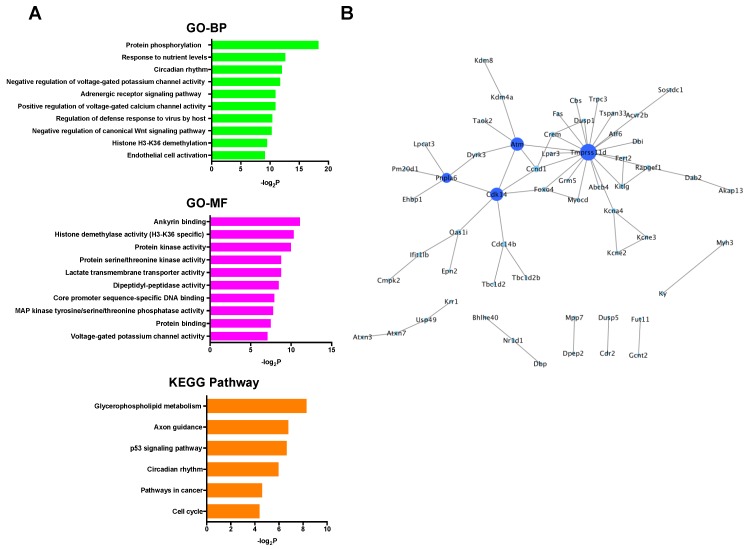
(**A**) GO and KEGG pathway analyses of the down-regulated mRNAs. (**B**) PPI network analysis among the down-regulated mRNAs. Blue color node indicates down-regulation. The size and color depth of nodes represent the number of interactions and the edges represent the relationships between genes. BP: biological process, GO: gene ontology, KEGG: Kyoto Encyclopedia of Genes and Genomes, MF: molecular function, PPI: protein-protein interaction.

**Figure 6:**
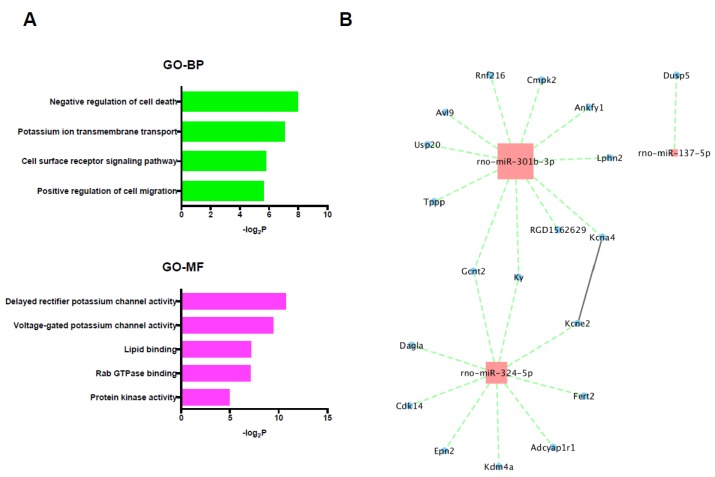
(**A**) GO and KEGG pathway analyses of the selected target mRNAs of the up-regulated miRNAs. (**B**) PPI network and miRNA/mRNA integrated analysis among the selected target genes of up-regulated miRNAs. Red color node indicates up-regulation and blue color node indicates down-regulation. The size of nodes represents the number of interactions. The solid line represents the interaction between genes and the dotted line represents the interaction between miRNAs and the target genes. BP: biological process, GO: gene ontology, MF: molecular function, PPI: protein-protein interaction.

**Figure 7:**
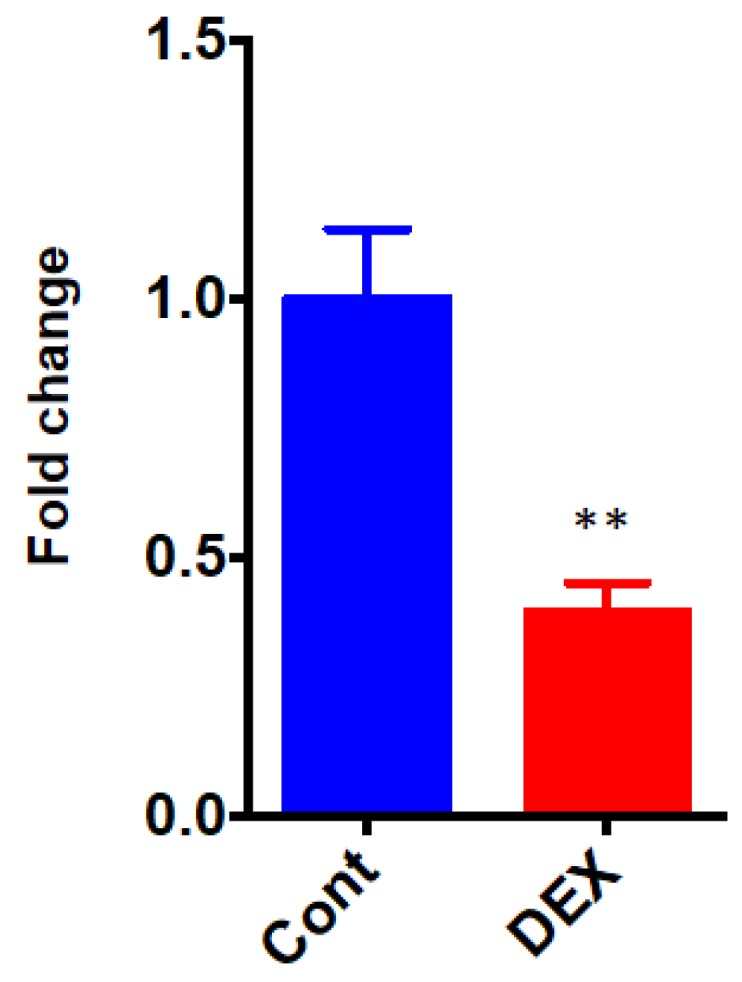
qRT-PCR of Dusp1. Cont: control group, DEX: dexmedetomidine group. *N* = 5 in each group. ** *p* < 0.01.

**Table 1:** Differentially expressed miRNAs and the selected target genes.

**Up-Regulated miRNAs**	**Fold Change**	***p*-Value**	**Selected Target Genes**
rno-miR-137-5p	1.77	0.020	*Dusp5*
rno-miR-301b-3p	1.51	0.039	*Ankfy1, Gcnt2, RGD1562629, Kcna4, Cmpk2, Ky, Avl9, Rnf216, Lphn2, Tppp, Usp20*
rno-miR-324-5p	1.51	0.003	*Adcyap1r1, Fert2, Cdk14, Epn2, Kdm4a, Dagla, Gcnt2, Ky, Kcne2*
**Down-Regulated miRNAs**	**Fold Change**	***p*-Value**	**Selected Target Genes**
rno-miR-34b-3p	0.59	0.007	-
rno-miR-155-3p	0.60	0.041	*Fam219a*
rno-miR-1298	0.67	0.043	-

**Table 2:** Hub genes and the associated significant GO terms and KEGG pathways.

Gene Symbol	Degree	GO-BP	GO-MF	KEGG Pathway
*Tmprss11d*	20	-	-	-
*Atm*	6	Protein phosphorylation	Protein kinase activity Protein serine/threonine kinase activity	p53 signaling pathway Cell cycle
*Cdk14*	6	Protein phosphorylation	Protein kinase activity	-
*Pnpla6*	5	-		Glycerophospholipid metabolism

GO: gene ontology, BP: biological process, MF: molecular function, KEGG: Kyoto Encyclopedia of Genes and Genomes.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/7/1614/s1.

How the deposited data were processed for this re-analysis (not part of the article)

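mRNA was measured in the left ventricular anterior wall of 5 control rats and 5 rats given DEX, on 1 Toray 3D-Gene array for each rat. The authors deposited the scanner output of each array, which holds the median intensity of every spot at 635 nm and a background intensity for it, both on a linear scale and without scaling. The authors also deposited a table of normalized intensities, rounded to whole numbers, whose median is 25 on every array. The paper's text describes the scaling to a median of 25 but not the subtraction of the blank spots or the limit of detection, which were found by setting the table against the scanner output. The blank mean without 5% of the 1344 blank spots on each side was subtracted, and spots above that mean plus 2 SD that the scanner software had not marked as failed were taken as detected. The background intensity is not part of the authors' values. No other column of values per sample was used.

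Genes were named as follows. The files give Ensembl identifiers without symbols, and the RefSeq gene table of the GRCr8 assembly pairs no such identifiers with symbols. The ratio of the linear group means and the p-value of Student's or Welch's t-test were computed for each probe and set against the fold changes and p-values of Tables S1 and S2. A match needed a fold change within 5.25e-06 (5.25e-07 for fold changes under 1) and a p-value within a relative difference of 0.0001. Each of the 165 listed mRNAs matched 1 probe, and with p-values shuffled among the listed mRNAs 1 of 3300 pairings matched. Student's test gave the printed p-value for 147 mRNAs and Welch's for 18, and the 18 were those with an F test p-value under 0.05. The listed fold changes go down to 1.498 and up to 0.669, which is an absolute log2 fold change of at least 0.58. Of the 165 mRNAs, 162 have their Entrez identifier in the RefSeq table, which was used for present symbols.

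Signals were set on the log2 scale, with undetected spots at the lowest detected signal of their array. Probes detected on at least 3 of 5 arrays of at least 1 group were tested, which left 14519 probes. The groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, without covariates, and p-values were adjusted by the Benjamini-Hochberg method over all probes tested. The thresholds of the methods, an unadjusted p-value under 0.05 and a 1.5-fold change, were used for counts. Single genes were also tested by exact two-sided permutation of the 252 arrangements of 10 arrays. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

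The genes named were fixed by rule before the data were examined. They are the genes the paper names in its text, Tables 1 and 2 and Figs. 4B and 7, the 5 largest rises and the 5 largest falls among probes past the thresholds whose groups do not overlap, and members of prepared gene lists. Gapdh has no symbol here and is left out. Of the largest changes without a symbol, 2 probes that rose and 2 that fell are named. The lists held p53 targets, clock genes, immediate early genes, CREB and glucocorticoid targets, MAP kinase phosphatases, ribosomal protein genes, markers of cell types and reference genes, and their members among the 165 mRNAs are given at the claims or with the other observations. Tests of ribosomal protein genes, p53 targets, MAP kinase phosphatases and predicted miRNA targets as sets, as well as of cell type markers, were planned but not run, because only the 165 listed mRNAs have symbols.

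The limma step was tested on simulated data for the comparison of 5 DEX with 5 control arrays over 14519 probes with the spread of the real arrays. Of 200 probes changed by 2-fold, 191 passed the thresholds and 164 passed an adjusted p-value of 0.05. Of 200 probes changed by 1.5-fold, 99 and 29 did. Of the unchanged probes, 143 passed the thresholds in the 1.5-fold run. The simulated probes varied independently of each other, without differences in level between arrays. The real probes vary together, and other groupings of the real arrays into 5 and 5 gave up to 783 calls. The simulated shares are therefore not the power or the number of false calls in the real data.

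Other alternatives were the deposited table in place of the scanner output, quantile and 75th percentile scaling, a normexp background correction with an offset of 50 followed by quantile normalization, stricter and no filters on dim probes, undetected spots left missing, the replicate number as a block, each array left out in turn, the methods' t-test on log2 and on linear signals, Welch's test, array quality weights, and a variance trend with robust estimation. A log2 fold threshold of 0.58 in place of 1.5-fold was a further alternative. It is counted with the 24 alternatives fixed beforehand, though its value is that of Tables S1 and S2. Arrays were also scaled on common probes, left unscaled, given 1 detection limit, corrected for the blank level, corrected for position, and tested by the procedure found from Tables S1 and S2, all chosen after the data were seen. No 2 arrays held the same values, with correlations between arrays of log2 signals from 0.982 to 0.994 across probes. The miRNA arrays, the qRT-PCR data and the infarct measurements are not analysed here. Of Table S3, the first 1997 rows were at hand, and it was used in no test.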

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

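The test of a filter on dim signal was chosen after its result was seen.

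The procedure found from Tables S1 and S2 gave 207 probes when it was applied to every probe detected on all 10 arrays, 44 of them higher and 163 lower in the DEX group. The tables list 165 of these. The other 42 probes, 30 higher and 12 lower, are in data that the paper does not report on. The tables thus hold 31.8% of the higher probes and 92.6% of the lower ones, a difference larger than chance gives (Fisher's exact test, p = 3.8e-16). All 42 also passed the thresholds in limma. A filter on dim signal before the tables were made does not account for them, since 42 of the 42 probes were at or above the mean signal of the dimmest listed mRNA, 2.26. What these probes measure is open, because they have no symbol here. Whether probes without a gene annotation were left out of the tables was not tested.

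Of 84 groups of 5 values examined for a value apart from the others, 3 had a gap larger than the critical value of 0.71. Chance gives about 1 in 20 such groups, or 4.2 here. In the DEX group, Pnpla6 was 5.90 on DEX array 1, against 3.36 on the next array, and the gap took 0.805 of the range. Ky was 9.02 on DEX array 1, against 5.94 on the next, with a gap of 0.741 of the range. The probe with the smallest of the 5 largest falls was 2.04 on DEX array 5, against 1.57 on the next, with a gap of 0.727 of the range. All 3 are dim probes. The last was not detected on every array, so some of its values may be the lowest detected signal of an array. DEX array 1 also had the most detected probes of its group, 14668, and the highest median over common probes, 36.3. No biological explanation was tested for these values.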

How the results depend on the processing

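Every alternative below was fixed before the data were examined, except scaling on common probes, no scaling, 1 detection limit for all arrays, the blank level as a covariate, equalised block medians and the procedure found from Tables S1 and S2, which were chosen after seeing the data. The values in parentheses are those reported at the claims.

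The split between lower and higher mRNAs (392 and 64, or 86.0% lower) depended on how the arrays were scaled. Quantile normalization gave 74 lower and 258 higher (22.3% lower), scaling to the 75th percentile 216 and 121 (64.1%), scaling on the probes detected on all 10 arrays 114 and 193 (37.1%) and no scaling 233 and 112 (67.5%). Scaling on common probes raised the log2 fold change of every probe by 0.15. Its 114 lower probes were all among the 392, and the 64 higher probes were all among the 193. The median log2 fold change over all probes was -0.17, against -0.01 with quantile normalization and -0.02 with scaling on common probes. With 1 detection limit for all arrays 230 probes were lower and 91 higher (71.7%). With the blank level as a covariate 79 were lower and 255 higher (23.7%). The normexp correction gave 105 lower and 84 higher (55.6%). The cause was not tested beyond what is given with the other observations.

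Among alternatives that keep the scaling, the number of lower mRNAs was 239 for probes detected on all 10 arrays, where fewer probes were tested, 251 with Welch's test and 163 with the procedure found from Tables S1 and S2; the cause was not tested for the last 2. The other planned settings that kept all 10 arrays gave between 263 and 556 lower mRNAs, and equalised block medians 365. With each array left out in turn, the lower mRNAs ranged from 211 (without control array 1) to 682 (without control array 5), and there were 646 without DEX array 1. The higher mRNAs ranged from 26 (without control array 3) to 131 (without control array 4), and there were 110 without DEX array 3. No probe had a Benjamini-Hochberg adjusted limma p-value under 0.05 (2100 had an unadjusted p-value under 0.05). With a variance trend and robust estimation 2 probes did, Dusp1 and Lrrc3b, both with an adjusted p-value of 0.0445; Lrrc3b was named after its value was seen. Across the other settings with all 10 arrays the lowest adjusted p-value was between 0.0598 and 0.820. With arrays left out the number ranged from 0 to 19, the latter without control array 5.

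The Dusp1 log2 fold change (-0.96) was past the thresholds under 23 of the 24 alternatives fixed beforehand, between -1.12 and -0.83. Several of the 24 could not change the fold change. All 165 listed mRNAs were detected on all 10 arrays, so the filters on dim probes and undetected spots left missing gave the same value. So did the replicate block and the other tests of the same log2 signals. Counts of alternatives therefore overstate how far a listed mRNA was tested. The Dusp1 log2 fold change was -0.43 with the blank level as a covariate, no longer past the thresholds. The Atm log2 fold change (-0.65) was past the thresholds under 17 of the 24, and ranged from -0.83 to -0.53 with arrays left out. It was -0.44 with quantile normalization, -0.57 with the 75th percentile, -0.52 with array quality weights, -0.50 with scaling on common probes, -0.58 without scaling and -0.68 with the blank level as a covariate, each no longer past the thresholds. The cause was not tested for these values.

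With the normexp correction 112 of the 151 mRNAs of Table S2 and 13 of the 14 of Table S1 kept their direction. Of the mRNAs named here it reversed Dusp1 (0.32), Atm (0.0018), Dusp5 (0.0015), Kcna4 (0.013), Cmpk2 (0.014), Usp20 (0.00089), Fas (0.017), Eda2r (0.015), Dbp (0.021), Apold1 (0.027), Pde4d (0.0066) and LOC100362027 (-0.11). The background intensity it subtracts was a median of 95.7% of the spot's own intensity in spots of at least 1000 and 94.7% in the others, so that it removes most of the signal. With the blank level as a covariate Kdm4a was reversed (0.012), and the cause was not tested.

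Of the 20 selected target genes of Table 1 (19 past the thresholds), quantile normalization left 7, the normexp correction 0, scaling on common probes 9 and the blank covariate 2. The number ranged from 12 (without control array 1) to 20 with arrays left out. Of the 165 mRNAs of Tables S1 and S2 (154 past the thresholds), quantile normalization left 54, the 75th percentile 98, the normexp correction 2, scaling on common probes 58, no scaling 102 and the blank covariate 19. The number ranged from 100 (without control array 1) to 155 with arrays left out. Under the alternatives fixed beforehand, 1032 of 1195 values of the other 50 mRNAs, which are those named here, the other selected target genes of Table 1 and the 10 probes with the largest changes, kept their direction and their side of the thresholds, 147 were no longer past them, 6 came past them and 10 were reversed. Under those chosen after seeing the data, 223 of 297 did, 72 were no longer past the thresholds, 1 came past them and 1 was reversed. Both counts include alternatives that could not change a listed mRNA, among them the procedure found from Tables S1 and S2.

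With the replicate number as a block, 383 mRNAs were lower and 66 higher, the Dusp1 and Atm log2 fold changes were again -0.96 and -0.65, and no call changed among these 52 mRNAs. The replicate numbers do not pair the arrays. The deviations of same-numbered arrays from their group means correlated across probes at 0.04, 0.08, -0.12, -0.10 and -0.01.

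Not run were a slide or scan date as a block, since the files used here give none, averaging of probes of one gene, since each identifier has 1 probe, the set tests, and a correction for transcript length. Signal over background limits the dim mRNAs. Probes with a mean normalized signal under 100 made up 10819 of the 14519 tested, and 376 of the 392 lower mRNAs were among them.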

Differences from the paper's values

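The paper reports 165 differentially expressed mRNAs, and limma at the same thresholds gave 456. Of the alternatives fixed before the data were examined, the normexp correction gave 189, within 1.5 times of the paper's number, and no other did. It kept only 2 of the paper's 165 mRNAs past the thresholds, so the close number is not the same set of mRNAs. The 75th percentile gave 337 and the methods' t-test on linear signals 308. The procedure found from Tables S1 and S2, chosen after seeing the values, gave 207 and drops 0 of the paper's 165 mRNAs.

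For up-regulated mRNAs the paper's number is 14 and limma gave 64. None of the alternatives fixed before the data were examined came within 1.5 times, and the closest was 26, without control array 3. The procedure found from Tables S1 and S2, chosen after seeing the values, gave 44.

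For down-regulated mRNAs the paper's number is 151 and limma gave 392. Of the alternatives fixed before the data were examined, the 75th percentile (216), the normexp correction (105) and the fit without control array 1 (211) came within 1.5 times, and the others did not. Of the paper's 151 mRNAs these kept 84, 0 and 87 past the thresholds. Among alternatives chosen after seeing the values, the procedure found from Tables S1 and S2 gave 163, and scaling on common probes gave 114 and drops 107 of the paper's 165 mRNAs.

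The paper names Usp20 among the selected target genes at its thresholds. In limma Usp20 changed by -0.57 on the log2 scale, less than 1.5-fold. The methods' t-test on linear signals, array quality weights and the fits without control array 4, control array 5, DEX array 1 or DEX array 4 place it past the thresholds. So does the procedure found from Tables S1 and S2, which was chosen after seeing the values and drops 0 of the paper's 165 mRNAs.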

Other observations

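The tests of the block medians were chosen only after the result was seen, and scaling on common probes, no scaling and the blank covariate were chosen after the data were seen, though before their own results.

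Most mRNAs past the thresholds were lower in the DEX group, 392 of 456 (86.0%). The probes vary together across the same 10 arrays, and the share moved with single arrays, to 72.6% without DEX array 3, 75.6% without control array 1 and 93.6% without control array 3. Several technical explanations were tested. Control array 1 alone is argued against, since 211 probes were lower and 68 higher without it. For position on the array, the test set beforehand was whether the calls were unevenly spread over the 24 blocks, and they were. A further test was then added, and it argues against position as the whole cause, since 365 probes were lower and 67 higher with the medians of the 24 blocks equalised on each array. The median over detected probes as the basis of scaling cannot be told apart from a true fall of most mRNAs. The arrays ranked in the same order by the number of detected probes and by the median over common probes, and with every array scaled on the same 12718 probes 37.1% of 307 calls were lower in the DEX group. That scaling centres the arrays and raised the log2 fold change of every probe by 0.15, which removes a true fall of most mRNAs as well as an effect of the scaling. A biological shift stays open, and without any scaling 67.5% of the calls were lower.

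Dim signal is open as well. Among 3700 probes with a mean signal of at least 100, 39.0% of 41 calls were lower, while 376 of 415 calls among dimmer probes were. The median log2 fold change was nearly the same in bright (-0.17) and dim (-0.17) probes. The level of the blank spots cannot be told apart from the treatment. With it as a covariate 79 probes were lower and 255 higher, but no probe followed the blank level at an adjusted p-value under 0.05 (3633 did at an unadjusted p-value under 0.05), and the blank level itself was higher in the DEX group.

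The calls ranged from 8 to 42 per block (permutation of probes over blocks, p = 0.0001, the smallest that 10000 permutations give). Differences in level between the blocks of an array are argued against as the whole cause, since the spread stayed wider than chance with the block medians equalised, from 8 to 31 per block (permutation p = 0.028).

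Chance cannot be excluded for the number of calls. Of 100 splits of the 10 arrays into 5 and 5, out of 126 possible, 6 gave at least 456 calls, the real one included, and the median of the others was 136. For the commoner direction alone 9 of 100 splits gave at least 392. With every array scaled on the same probes 3 of 100 splits gave at least 307 calls, the real one included, and another split reached 335. This is the only share here under 0.05, it was not corrected for the other counts, and the scaling was chosen after the data were seen. It therefore does not exclude chance. Probes with an adjusted p-value under 0.05 in limma occurred in 10 of the 100 splits, but not in the real grouping.

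Among the down-regulated mRNAs are 3 of a list of 11 genes of the circadian clock's evening phase. Nr1d1, Dbp and Bhlhe40 had log2 fold changes of -1.15, -0.84 and -0.71. Of the 6 alternatives chosen after the data were seen, 1 keeps every listed mRNA by construction. The 6 left Nr1d1, Dbp and Bhlhe40 past the thresholds in 5, 5 and 4 cases. Their smallest changes under these alternatives were -0.28, -0.30 and -0.32, no longer past the thresholds. Bhlhe40 was also not past them with scaling on common probes (-0.56). The paper gives the light cycle but its text does not name the time of day at which hearts were taken in each group. Clock genes that move the opposite way have no symbol here, so no explanation was tested. Of a list of 39 immediate early genes, 4 are among the 165 mRNAs, all lower: Dusp1, Dusp5, Apold1 (-0.61) and Crem (-0.59). Crem, Dusp1 and Pde4d (-0.65) also belong to a list of 15 CREB targets, and Dusp1 to a list of 14 glucocorticoid targets. Of the marker lists, 1 of 11 blood genes, Slc4a1 (-0.65), and 1 of 11 immune genes, Ccl3 (0.60), are among the 165. The prepared lists of morning-phase clock genes, adipose, atrial, ventricular cardiomyocyte, fibroblast, endothelial and reference genes have no member among the 165. These lists were searched only among mRNAs the paper had already selected.

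Table S4 holds 1671 rows, the number of predicted targets that the paper states. These rows hold 1385 different pairs of a miRNA and a gene, and 1307 different gene symbols, so 286 rows repeat a pair.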
